A study of Homo sapiens with 8 samples.

How the data were processed

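RNA was recovered by chromatin isolation by RNA purification (ChIRP) from 8 libraries of human acute myeloid leukaemia cells, collected on day 3 after editing. In ChIRP, cross-linked and sonicated lysate is hybridised with biotinylated DNA probes, the probes are captured on streptavidin beads, and what comes down with them is sequenced. Per the labels' protocols the cells were fixed with glutaraldehyde, the recovered RNA was treated with DNase, and libraries were made with a total RNA kit for very small inputs. The labels do not state which RNA the probes target, and they name no input library. The values are therefore amounts of RNA in a pull-down, and no enrichment over input was computed.

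The deposited table holds whole-number counts per gene, which the authors did not normalise. Per the file headers, the counts were made by featureCounts 2.0.6 from sorted alignments with the Ensembl 112 annotation of GRCh38. Per the file headers, no strand option was set, reads placed at several positions were not counted, and reads over several genes were not counted. The paired-end option was set without the option that counts each pair once, so both reads of a pair entered the counts separately. Among values from 1 to 20, between 71.8% and 74.9% were even in each library. Duplicate removal is not stated. Because strand was not used, reads from an antisense gene cannot be separated from those of its partner, and genes of the HOXA cluster, which overlap on both strands, are uncertain in that respect. Genes with near-identical copies lost reads, which concerns ribosomal protein genes with processed pseudogenes, the 7SL and 7SK copies, and 5S ribosomal RNA copies.

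The table held 63140 genes, of which 35176 had a count in any library. The records of 2 genes, TTN and ANK2, had been broken over several lines and were rejoined. Symbols were found for 62541 identifiers (99.05%), and biotypes for 58126, the latter from GENCODE v29 annotation of the same build. That release is older than the Ensembl 112 annotation of the counts and lacks newer genes, so 5012 genes without a biotype, 2529 of them with a count, fell in the class of other or unannotated genes. All 8 library columns were used and 0 columns of other samples were left over. Total counts ran from 20548300 to 37970163 per library, a ratio of 1.85. For a share of counts in an RNA class, the widest 95% Wilson interval of a library spanned 0.04 percentage points. Such intervals and the floor of 3 counts cover counting error only, since reads without molecular identifiers are not independent molecules.

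Groups came from the sample titles, as AAVS1 or HOTSCRAMBL with knockout (KO) or cytosine base editing (CBE), with 2 libraries each. Replicate 1 is labelled MOLM13 and replicate 2 is labelled OCI-AML4 in every group, so the pairing comes from the stated cell line. Deviations from the group means correlated across genes between groups with r from 0.00851 to 0.0245 over the tested genes, and from 0.0413 to 0.117 over genes with a mean level above the median. The 2 libraries of a group differed by far more than counting noise, with a chi-square per degree of freedom between 38.5 and 46.4. That value cannot tell repeats from separate samples, because it covers counting noise only. Replicate 2 of AAVS1 KO and of AAVS1 CBE, from different groups, gave a lower 24.07. No library was treated as a repeat of another.

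Genes were tested with edgeR 4.0.16 in R 4.3.3. The quasi-likelihood F-test used robust estimation, TMM scaling and the filterByExpr filter, which kept 24057 genes at a minimum count of 10. The model had a term for each of the 4 groups and a term for the labelled line, which left 3 residual degrees of freedom, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. All 8 libraries shared the estimate of spread. Sharing information across genes added a median of 22.2 prior degrees of freedom, on which the small p-values rest. The common biological coefficient of variation was 0.708, with a median of 0.155 in the 25% of genes with the highest level and 1.55 in the 25% with the lowest. Contrasts were HOTSCRAMBL against AAVS1 within each editor, their average, their difference, the controls against each other and the labelled lines. The difference of the HOTSCRAMBL effect between labelled lines came from a separate model. That model had a term for each combination of line and target and a term for the editor. It had none for a HOTSCRAMBL effect that differs between editors. Mean levels are given as CPM after TMM scaling. The SE of a log2 fold change was taken as its absolute value divided by the square root of the F statistic.

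Gene lists were tested with camera at an inter-gene correlation of 0.01, beside fry and camera with an estimated correlation, from limma 3.58.1. A first family of 21 tests covered the HOXA cluster, HOXA9 partners and targets, p53 targets, SR splicing factors and, between labelled lines, Y-linked genes. A second family of 35 tests covered lists added in steps after the counts had been looked at: ribosomal protein genes, abundant cytosolic mRNAs, nuclear-retained transcripts, ATF4 targets, hypoxia genes, myeloid maturation genes and proliferation genes. The last 2 were prompted by genes seen to differ between the editors, and genes already seen were left out of them. No gene was shared between lists. Shares of counts per RNA class were compared between 4 and 4 libraries with a two-sided exact permutation test of 70 assignments, whose smallest possible p is 0.0286, using scipy 1.17.1. DESeq2 1.42.0 served as an alternative test. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used for tables and plots.

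The groups, the model, the first family of lists, most of the alternatives and the rule for naming genes were chosen before the data were examined. By that rule, each contrast names the 5 genes with the smallest p that rose and the 5 that fell, among those past the threshold. For HOTSCRAMBL against AAVS1 within each editor and on average, the sign also had to be the same in each pair of libraries. Where none passed, the 2 with the smallest p in each direction are named. Members of the HOXA cluster list, members of another list past the threshold and PPP1R12C, whose intron holds the AAVS1 site, were also eligible. Of the genes this rule gives, 2 are not reported here. The alternatives changed the scaling, the test, the gene filter, the robust setting, the samples fitted and the term for the labelled line, and left out each library in turn. A limma-voom fit, counts halved so that each pair counts once, and DESeq2 restricted to the genes kept by filterByExpr were added after seeing the data.

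The pipeline was tested on simulated data with the real means and library sizes, in which 200 of 24057 genes were changed 4-fold. It recovered 44.5% of them, 74.1% of the 112 with a level above the median and 6.82% of those below it. It called 90 genes, of which 1.11% were false, all recovered directions were right, and unchanged contrasts gave 0 calls. For a raised list of 20 genes the camera p was 1.61e-30, the fry p 0.000369 and the p with an estimated correlation 0.00827, and an unchanged list gave a camera p of 0.687. A change of a weakly counted gene can thus go undetected at this depth. Genes were simulated independently of each other, so the list values do not show how these tests act on correlated genes.

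No gene of the table carries the name HOTSCRAMBL, and its identity under another name was not assumed, so the targeted transcript itself is not analysed here. Editing outcomes are not analysed here either, because the counts carry no sequence. No library of known line was at hand to check the cell line labels.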

Results

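The data were RNA counts from 8 ChIRP pull-down libraries of 2 labelled human leukaemia cell lines. MOLM13 and OCI-AML4 are established lines grown from acute myeloid leukaemia. Cells had been nucleofected either with Cas9 ribonucleoprotein (RNP), a preassembled complex of nuclease and guide RNA that cuts DNA, or with a cytosine base editor, which converts C to T without a double-strand cut. The guides were directed at the long non-coding RNA HOTSCRAMBL or at AAVS1, a site in an intron of PPP1R12C that serves as the editing control in this series. Each of the 4 groups (AAVS1 KO, HOTSCRAMBL KO, AAVS1 CBE and HOTSCRAMBL CBE) held 2 libraries, one labelled MOLM13 and one labelled OCI-AML4.

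Total counts of the libraries labelled MOLM13 and OCI-AML4 were 24560289 and 23531833 in AAVS1 KO, 20548300 and 24099962 in HOTSCRAMBL KO, 31869901 and 26684823 in AAVS1 CBE, and 37970163 and 26357513 in HOTSCRAMBL CBE. Between 21945 and 26083 genes were detected per library. The median Pearson correlation of log2 CPM across genes was 0.901 between the libraries of a group, 0.878 between groups with the same line label, and 0.875 between groups with different line labels. A shared line label therefore raised the correlation little, and the labels could not be checked against a library of known line. Statements about replication rest on n = 2 libraries per group, whose separation into different lines is a matter of their labels.

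The targeted transcript was looked for first. The table has 0 genes named HOTSCRAMBL, and its level is not analysed here. Genes of the HOXA cluster on chromosome 7 (GRCh38) are reported in its place without calling any of them the target. PPP1R12C (ENSG00000125503, chromosome 19, 55090914 to 55117637), the gene that holds the control site, stood at 376 ± 15.5 CPM (SD, n = 2) in AAVS1 KO and 369 ± 5.76 CPM in AAVS1 CBE. In HOTSCRAMBL KO it stood at 238 ± 5.26 CPM and in HOTSCRAMBL CBE at 151 ± 23.3 CPM. Its log2 fold change was −0.66 (SE 0.118, edgeR Benjamini-Hochberg adjusted p 3.64e-04) with KO and −1.28 (SE 0.118, edgeR adjusted p 1.93e-08) with CBE. Between the controls it was 0.03 (SE 0.112, edgeR adjusted p 0.997), with a sign that changed to −0.07 when AAVS1 KO replicate 2 was left out.

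The first comparison asked how targeting HOTSCRAMBL with Cas9 changed the recovered RNA. Of 24057 genes, 2108 passed the threshold, 1085 higher and 1023 lower than in AAVS1 KO. At an unadjusted p under 0.05 there were 4834 genes, where chance gives 1203. All 2108 moved the same way in both pairs of libraries (100%). The genes were called from these same libraries, so this share was largely fixed by the selection and does not measure replication. The alternative that lowered this number most was a fit of only the 4 libraries of the contrast, which left 662, and the one that raised it most was DESeq2 on the same genes, with 4231. The scaling also mattered for direction. Without TMM the median of all genes shifted to −0.17 and 840 of 2535 calls were higher, so directions are relative to TMM scaling.

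Among genes higher in HOTSCRAMBL KO, RPL8 (ENSG00000161016, chromosome 8, 144789765 to 144792587) had the smallest p. It rose from 1171 ± 272 to 6362 ± 1204 CPM (SD, n = 2), a log2 fold change of 2.45 (SE 0.0782, edgeR adjusted p 2.63e-17). MT-ND5 (ENSG00000198786, mitochondrial genome, 12337 to 14148) rose from 8678 ± 246 to 27770 ± 409 CPM (log2 fold change 1.68, SE 0.0581, edgeR adjusted p 4.65e-17). SLC35F5 (ENSG00000115084, chromosome 2, 113705011 to 113756693) rose from 422 ± 27.6 to 2069 ± 164 CPM (log2 fold change 2.29, SE 0.0859, edgeR adjusted p 2.26e-16). ADGRA2 and CCR2 followed with log2 fold changes of 2.54 and 2.33. The call for CCR2 was lost when the line label was left out of the model. Among genes lower in HOTSCRAMBL KO, SYNPO2 (ENSG00000172403, chromosome 4, 118850688 to 119061247) had the smallest p and went from 272 ± 19.1 to 70.4 ± 3.04 CPM (log2 fold change −1.95, SE 0.135, edgeR adjusted p 5.14e-11). SHANK1, RASGRP2, DNM1 and SPNS3 had log2 fold changes of −1.78, −1.46, −2.39 and −1.41. Annotated genes overlap all of these except MT-ND5, CCR2 and RASGRP2, and reads were counted without strand, so their values carry that uncertainty. RPL8 also has copies elsewhere in the genome whose shared reads were not counted.

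The second comparison asked the same of cytosine base editing. Against AAVS1 CBE, 2124 genes passed, 1096 higher and 1028 lower, and 4845 had an unadjusted p under 0.05. Again 100% moved the same way in both pairs of libraries, a share that the selection largely fixed here too. DDIT4 (ENSG00000168209, chromosome 10, 72273919 to 72276036) had the smallest p, with 1198 ± 277 CPM in AAVS1 CBE and 5747 ± 904 CPM in HOTSCRAMBL CBE (log2 fold change 2.27, SE 0.0781, edgeR adjusted p 1.58e-16). RPL8 rose from 1187 ± 245 to 3916 ± 384 CPM (log2 fold change 1.74, SE 0.0763, edgeR adjusted p 3.09e-14). SLC35F5, RPLP0 and RPLP1 rose by 1.77, 1.85 and 1.69 on the log2 scale. TSPOAP1 (ENSG00000005379, chromosome 17, 58301228 to 58328795) went from 3725 ± 195 to 1395 ± 29.7 CPM (log2 fold change −1.42, SE 0.0715, edgeR adjusted p 2.58e-13). CCDC88B, TPM2, PLCB2 and PLEC had log2 fold changes of −1.47, −1.83, −1.40 and −1.07. Of these named genes only DDIT4, RPLP0, RPLP1 and TPM2 have no annotated overlapping gene.

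Both editors were then set against each other. Of the genes called, 814 were called with each editor, 1294 with KO only and 1310 with CBE only. Among the 814, 738 (90.7%) moved the same way, 398 up and 340 down, where independent calls would give 49.4 and 43.7. The other 76 moved in opposite directions, 45 higher with KO and lower with CBE and 31 the reverse, against 46.4 and 46.6 under independence. These expected numbers take all tested genes as equally easy to call, which they are not. The comparisons share no library, so no common control adds to this overlap. Across the 814 genes the Pearson correlation of the log2 fold changes was 0.552; genes are not independent replicates, so no p-value is given.

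**Figure D1:**
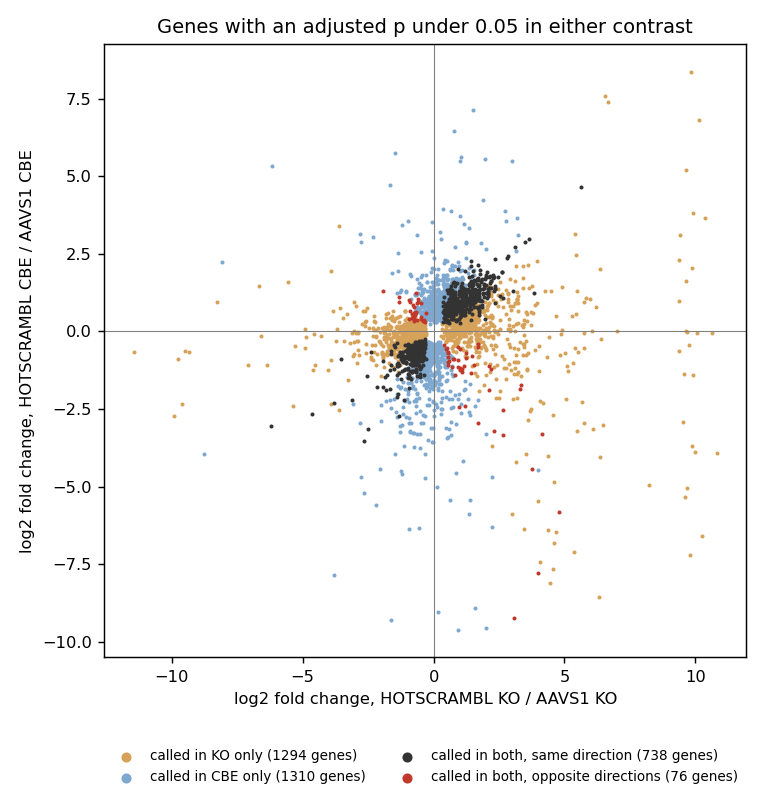
Log2 fold change with CBE (vertical axis) against that with KO (horizontal axis), each HOTSCRAMBL against AAVS1, for genes with an edgeR adjusted p under 0.05 in either contrast, one point per gene. Colours part the 738 genes called with both editors in the same direction, the 76 called with both in opposite directions, the 1294 called with KO only and the 1310 called with CBE only.

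Averaged over both editors, 2958 genes passed, 1393 higher and 1565 lower, and 84.96% moved the same way in all 4 pairs of libraries. RPL8 again had the smallest p, with a log2 fold change of 2.09 (SE 0.0546, edgeR adjusted p 1.78e-19). SLC35F5, DDIT4, RPLP0 and RPLP2 rose by 2.03, 1.85, 1.80 and 1.85 on the log2 scale. TPM2, GIGYF1, CCDC88B, AHNAK and RN7SL4P had log2 fold changes of −1.39, −1.04, −0.99, −0.81 and −0.84. RN7SL4P is a copy of 7SL, and its reads are in part not assigned to a position. Leaving out one library left between 1662 calls (without HOTSCRAMBL CBE replicate 1) and 2219.

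The direct test of whether the effects differed between editors called 767 genes, 419 with a higher and 348 with a lower effect of KO, and 3399 had an unadjusted p under 0.05. MT-ND5 had the smallest p, with a difference of 2.19 (SE 0.081, edgeR adjusted p 4.74e-16). It rose with KO and went from 8675 ± 111.6 to 6071 ± 83.5 CPM with CBE. TSPOAP1, XACT, CHI3L1 and SAMHD1 differed by 1.63, 2.11, 2.25 and 2.12 on the log2 scale. SYNPO2 differed by −3.24 (SE 0.172, edgeR adjusted p 2.82e-12), since it went from 278 ± 11.2 to 683 ± 55.4 CPM with CBE. SHANK1, ENSG00000227706, NUCB2 and TRIB3 differed by −1.92, −1.51, −1.90 and −2.23. DESeq2 with its own filter called 1196 genes here, and the model without the line label 503.

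**Figure D2:**
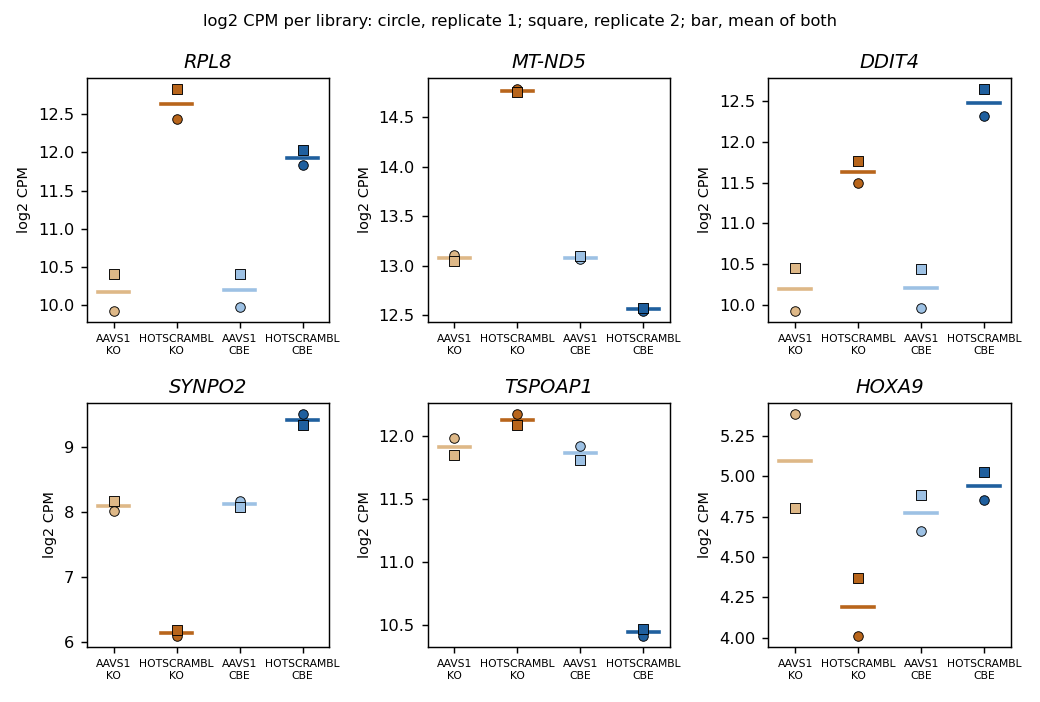
Log2 CPM of RPL8, MT-ND5, DDIT4, SYNPO2, TSPOAP1 and HOXA9 per library by group, with a circle for replicate 1, a square for replicate 2 and a bar at their mean; each panel has its own axis, which does not start at 0. The HOTSCRAMBL KO libraries of SYNPO2 lie under their controls, at a mean of 70.4 CPM, and the HOTSCRAMBL CBE libraries above theirs, at 683 CPM.

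The controls were compared as the background of the editors without the long non-coding RNA as target. AAVS1 KO against AAVS1 CBE gave 0 calls, with 918 genes at an unadjusted p under 0.05 against 1203 by chance. Among the genes with the smallest p, which did not pass, were GPR132 (log2 fold change 0.83) and TCEAL8 (5.13) upward and ACOT8 (−1.21) downward, each with an edgeR adjusted p of 0.991. DESeq2 with its own filter called 4 genes, TCEAL8, UCN2, SLC1A3 and ENSG00000224251, of which the last 3 were singled out after their values were seen.

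Between the libraries labelled MOLM13 and those labelled OCI-AML4, 119 genes passed, 57 higher and 62 lower under the MOLM13 label, and 2210 had an unadjusted p under 0.05. The alternative that moved this number most was DESeq2 on the same genes, with 778. The named genes were RNA5SP149, RN7SKP255, RN7SL1, RNA5SP145 and RNU4-1, with log2 fold changes of 2.45, 2.17, 0.58, 1.61 and 1.02, and MIR142HG, CCR2, RMRP, SNORD15B and AEBP2, with −1.05, −0.78, −0.53, −0.77 and −0.99. Of these, RNA5SP149, RN7SKP255, RN7SL1 and RNA5SP145 belong to families of near-identical copies. RNA5SP149, RN7SL1 and RMRP lost their calls under limma-voom. Of 8 Y-linked genes, 6 were tested, with a median log2 fold change of 0.14 (camera adjusted p 0.248, fry adjusted p 0.132). One of them, KDM5D, was called, over all genes and adjusted over the list alone, with a log2 fold change of 0.38. Whether the HOTSCRAMBL effect differed between the labelled lines gave 0 calls, with 640 genes at an unadjusted p under 0.05. The smallest p-values there belonged to CLMP (5.76), SMTN (1.72), GDPD3 (−5.42) and FCER2 (−1.73), with an edgeR adjusted p of 1. With DESeq2 and its own filter 20 genes passed, GDPD3 among them. The model of this comparison leaves differences of the effect between editors in the residual. The 0 calls therefore do not show that the effect was alike under both labels.

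Replicate agreement was also measured on single pairs of libraries. Across the 24057 genes, the log2 ratios of edited to control library under the MOLM13 label correlated with those under the OCI-AML4 label at r = 0.186 for KO (Spearman 0.228) and 0.156 for CBE (Spearman 0.231). Between editors, r was 0.0585 under the MOLM13 label and 0.0363 under the OCI-AML4 label. The alternative that moved these most was restriction to the 12029 genes with a mean level above the median, which gave 0.483, 0.53, 0.2 and 0.227 in that order.

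The HOXA cluster list, which holds HOXA genes and non-coding RNAs of the cluster, had 17 of its 18 genes tested. With KO, 15 of 17 were lower, the median log2 fold change was −1.25, and the camera adjusted p was 0.00115 (fry 0.0145). HOTAIRM1 was among the 2 higher genes, at 1.32 (edgeR adjusted p 0.376). Single pairs of libraries gave medians of −1.02 and −1.15. Past the threshold were HOXA3 (ENSG00000105997, 27106184 to 27152583), HOXA-AS2, HOXA5 and HOXA10-AS, that is 4 genes over all genes tested and 6 adjusted over the list alone. HOXA3 went from 32.5 ± 4.69 to 7.01 ± 1.19 CPM (SD, n = 2; log2 fold change −2.21, SE 0.38, edgeR adjusted p 1.93e-04). HOXA-AS2 (ENSG00000253552, 27107777 to 27134302) went from 52.4 ± 0.132 to 16.4 ± 2.04 CPM (log2 fold change −1.66, SE 0.278, edgeR adjusted p 1.40e-04). HOXA5 and HOXA10-AS had log2 fold changes of −1.80 and −1.25 with edgeR adjusted p of 0.0306 and 0.0243. Both lost their calls in the fit of 4 libraries only, and HOXA5 also under limma-voom and when either AAVS1 CBE library was left out. HOXA9 had −0.91 and did not pass (edgeR adjusted p 0.0773), though it passed under 5 of the alternatives.

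With CBE the same list had a median of 0.16, with 9 of 17 genes higher (camera adjusted p 0.591). The median was 0.0294 without AAVS1 CBE replicate 2 and 0.0248 without TMM. HOXA11 alone was called, at 1.23 (edgeR adjusted p 0.0484); it lost that call under several alternatives, DESeq2 size factors among them, and 0 genes passed when adjusted over the list alone. The difference between editors had a median of −1.13, with 15 of 17 genes lower (camera adjusted p 0.00115, fry 0.0145), and called HOXA3 at −2.08 (edgeR adjusted p 0.0094) and HOXA-AS2 at −1.84 (edgeR adjusted p 0.002), or 3 genes adjusted over the list alone. The average over editors had a median of −0.39 (camera adjusted p 0.048, fry 0.039; 4 genes called over all genes and 4 adjusted over the list alone), which became −0.66 without AAVS1 CBE replicate 2. Between the controls no gene of the list was called and the camera adjusted p was 0.357. Genes of the cluster overlap on both strands, and the assignment of reads among them is uncertain.

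**Figure D3:**
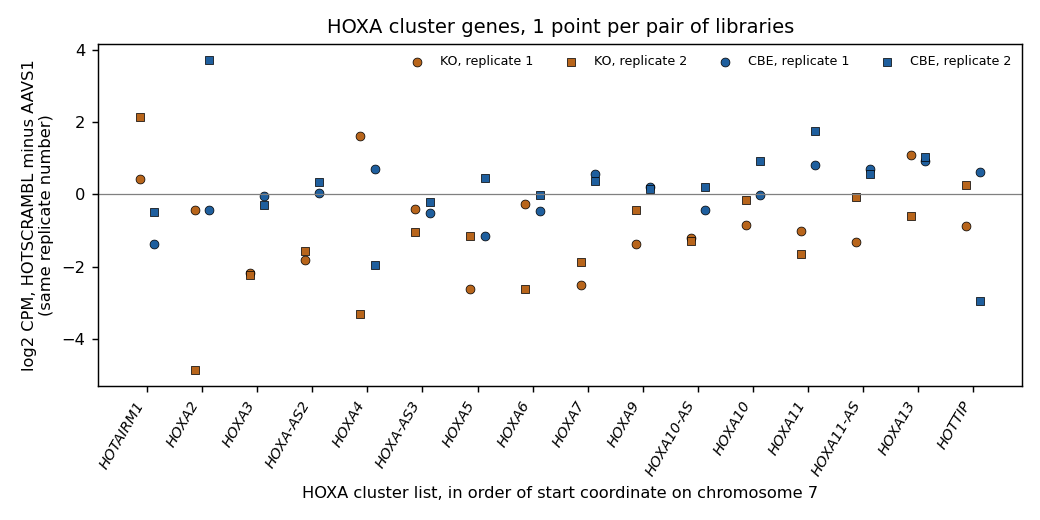
Difference in log2 CPM between the HOTSCRAMBL and the AAVS1 library of the same replicate number, for 16 of the 17 tested genes of the HOXA cluster list in order of start coordinate on chromosome 7, with one point per pair of libraries for KO (brown) and CBE (blue), circles for replicate 1 and squares for replicate 2. The median over all 17 genes is −1.02 and −1.15 in the KO pairs and 0.04 and 0.20 in the CBE pairs, and some genes with few counts, HOXA4 among them, move in opposite directions in the pairs of one editor. In the fit of all libraries 2 of the 17 genes are higher with KO, HOTAIRM1 and the gene not shown.

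Of the HOXA9 partners and targets, 13 genes were tested. With KO 8 genes passed over all genes and 10 adjusted over the list alone, with mixed directions (camera adjusted p 0.926, fry 0.184). With CBE 5 and 7 passed, the 5 all higher, and of the 13 genes 9 were higher and 4 lower (camera adjusted p 0.157, fry 0.0145). MEIS1 (ENSG00000143995, chromosome 2, 66433452 to 66573869) went from 242 ± 12.1 to 152 ± 11.4 CPM with KO (log2 fold change −0.67, SE 0.135, edgeR adjusted p 0.00141) and from 258 ± 7.89 to 398 ± 74.4 CPM with CBE (log2 fold change 0.63, SE 0.12, edgeR adjusted p 7.79e-04). The difference was −1.29 (edgeR adjusted p 5.06e-05). MYC was higher with both editors, by 0.86 and 0.90 on the log2 scale, and so was CEBPA, by 1.00 and 0.61. PBX3 rose by 0.39 with KO and by 1.11 with CBE. With KO, ID2 rose by 1.74, while BCL2, LMO2 and MYB had −0.49, −0.67 and −0.28; MYB lost its call under several alternatives. CDK6 rose by 0.40 with CBE and lost its call under several alternatives, the one without TMM among them. The average called 5 genes over all genes and 8 adjusted over the list alone (camera adjusted p 0.369), and the difference between editors 5 and 7 (camera adjusted p 0.369).

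The p53 target list, 21 genes tested, had a median log2 fold change of 0.35 with KO, with 17 genes higher (camera adjusted p 0.0146, fry 0.00439). The median was 0.20 without TMM and also without AAVS1 KO replicate 2. BTG2, ZMAT3, CDKN1A, RRM2B, MDM2 and BBC3 passed, at 1.23, 0.85, 0.83, 0.70, 0.67 and 0.57, or 6 genes over all genes and 6 adjusted over the list alone. With CBE the median was −0.22, with 17 of 21 genes lower (camera adjusted p 0.525, fry 0.076), −0.117 without AAVS1 CBE replicate 2 and −0.358 without TMM. Called over all genes were 4, of which CCNG1, BBC3 and SESN2 were higher at 1.25, 0.95 and 0.69 and PLK3 lower at −0.76, and 7 adjusted over the list alone. The difference between editors had a median of 0.36, or 0.555 without AAVS1 CBE replicate 2 (camera adjusted p 0.0324, fry 0.00439; 5 genes called over all genes and 6 adjusted over the list alone). The average called 5 and 6 genes (camera adjusted p 0.282).

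The SR splicing factor list, 16 genes tested, gave no camera call. With KO the adjusted p was 0.445, and SRSF11, SRSF5, SRSF4 and U2AF2 were lower and SRSF6 higher, which made 5 genes over all genes and 7 adjusted over the list alone. With CBE the adjusted p was 0.926, and SRSF10 and SRSF3 were higher and SRSF11 and U2AF2 lower, or 4 genes and 5. The average gave 5 and 6 genes (camera adjusted p 0.646) and the difference between editors 1 and 4 (camera adjusted p 0.525). Between the controls no gene of the HOXA9, p53 or SR lists was called, and the camera adjusted p were 0.926, 0.615 and 0.791.

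In this family of 21 list tests, camera called HOXA with KO, on average and between editors, and p53 with KO and between editors. All of these also passed under fry, and none passed with an estimated correlation, where the smallest adjusted p was 0.283.

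The composition of the libraries was compared over 8 RNA classes. Mitochondrial genes held 11.1 ± 0.776% of counts (SD, n = 4) in the HOTSCRAMBL libraries and 6.99 ± 0.226% in the AAVS1 libraries. Protein-coding genes held 77.9 ± 1.44% and 82.4 ± 0.563%, other small structural RNA 5.2 ± 0.625% and 4.36 ± 0.311%, pseudogenes 0.638 ± 0.0144% and 0.717 ± 0.0112%, and other or unannotated genes 0.78 ± 0.0551% and 0.883 ± 0.0115%. The last class was almost wholly made of genes without a biotype in the older annotation used (0.777 ± 0.0553% and 0.878 ± 0.0113%), so it is no kind of RNA. For each of these 5 classes the 4 libraries of one target lay outside the range of the other 4. This gave the smallest p the exact permutation test allows (0.0286, adjusted 0.0457). With 8 classes tested, any passes the adjusted threshold only because all 5 reached that p. They include the class that is no kind of RNA. The mean shares of lncRNA, ribosomal RNA, and small nuclear, nucleolar and micro RNA did not differ beyond the spread when both editors were pooled (exact permutation p 0.343, 0.457 and 0.629). With CBE, lncRNA went from 3.82 ± 0.116% to 3.39 ± 0.011% (SD, n = 2) and small nuclear, nucleolar and micro RNA from 0.752 ± 0.09% to 0.557 ± 0.0095%. With KO they went from 3.82 ± 0.107% to 3.85 ± 0.127% and from 0.72 ± 0.122% to 0.84 ± 0.0614%. These changes within editors were not tested. The shares of a library sum to a fixed total, and the alternative without ribosomal RNA and mitochondrial genes moved these results most: the difference for protein-coding genes, −4.56 percentage points over all counts, became −1.0 (exact permutation p 0.2).

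**Figure D4:**
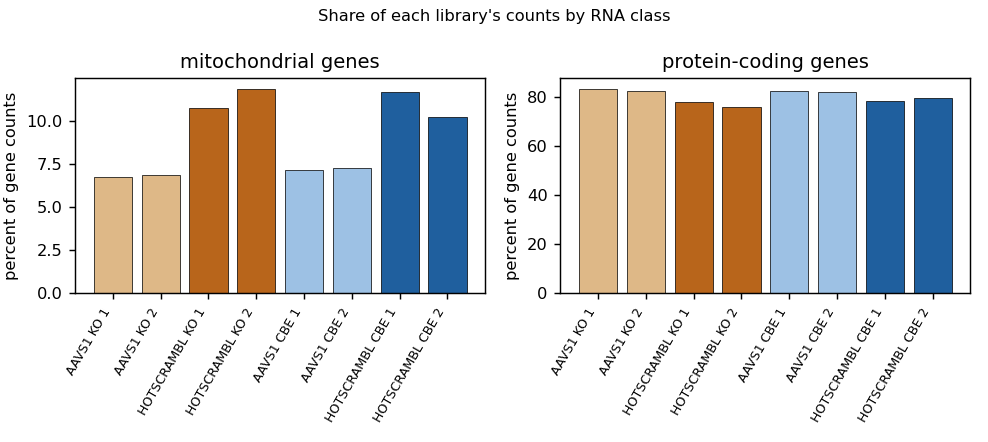
Share of each library's gene counts, in percent, in mitochondrial genes (left) and protein-coding genes (right), with one bar per library, coloured by group. The mitochondrial share lies between 10.2% and 11.85% in the HOTSCRAMBL libraries and between 6.77% and 7.23% in the AAVS1 libraries.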

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

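In this part, the test for genomic DNA was chosen only after the result was seen, and the ATF4, hypoxia, myeloid and proliferation lists were written after a first look at the counts but before their own values were computed. The results given here were picked because a direct test found that the effect of targeting HOTSCRAMBL differed between Cas9 and cytosine base editing. Each rests on 2 libraries per group. No list difference in this part passed with an inter-gene correlation estimated from the data.

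The difference between editors called 767 genes, and 76 genes were called with both editors in opposite directions. The latter number is under what independent calls would give, while calls in the same direction exceeded it about 8-fold (398 against 49.4 upward, a ratio of 8.05). That expectation takes all genes as equally easy to call. In the simulation 74.1% of changes were recovered above the median level and 6.82% below it, so the ratio overstates the overlap to an unknown extent. The split of 738 genes in the same and 76 in opposite directions does not rest on it. The controls gave 0 calls between editors, with 918 genes at an unadjusted p under 0.05, while DESeq2 on the same genes called 35. This cannot decide whether handling caused the 767 calls, because a difference shared by all libraries of an editor cancels in that contrast. Handling specific to a HOTSCRAMBL group was not tested. Genes without introns were called higher with KO than with CBE at 2.35 times the rate of spliced genes, which carry-over of genomic DNA into the HOTSCRAMBL KO libraries could give. It would also add reads to silent genes. Over 381 olfactory receptor genes the HOTSCRAMBL KO libraries held 0.067 and 0.0643 CPM per kb, against 0.0492 to 0.0596 in the other libraries. For the 45 genes called higher with KO and lower with CBE, that density gave a median of 0.00559 of the rise with KO, and at most 0.0448. For the 20 genes without introns called higher with KO than with CBE it gave at most 0.0119, so genomic DNA is argued against as the cause in these genes. Of all 419 genes called higher with KO than with CBE, 382 rose with KO, and for 15 of these it gave at least 0.1 of the rise, so a contribution in those is not excluded. Pseudogenes did not bear on it, since their share fell with both editors (from 0.712% to 0.636% with KO and from 0.721% to 0.639% with CBE).

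The HOXA cluster list had a median difference of −1.13, with 15 of 17 genes lower with KO than with CBE (camera adjusted p 0.00115, fry 0.0145). Across the fits that each left out one library the median ran from −1.37 to −0.90. Of 10000 lists matched on GC content, length and level, none had a KO median as low as −1.25, a share of 1e-04. That share is the smallest that number of lists can give, and the lowest matched median was −0.92. Matched genes were drawn singly, so the share does not allow for correlation among the cluster genes, which overlap. With an estimated correlation the camera adjusted p with KO was 0.283. The median over the matched lists was −0.0126, so these properties by themselves gave no such fall. A shared fall of the whole region is argued against too, since the 20 tested genes within 2 Mb on either side of the cluster had a KO median of 0.587. Of these flanking genes 6 were lower, and only 1 of the 20 was called with KO. A lower recovery or level of cluster RNA after cutting at HOTSCRAMBL may remain as a candidate explanation; reads could not be assigned by strand, the probe target is not stated, and single genes with few counts, such as HOXA4, changed sign when one library was left out.

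The p53 target list had a median difference of 0.356, with 17 of 21 genes higher with KO (camera adjusted p 0.0324, fry 0.00439). The median ran from 0.32 to 0.56 across the fits that left out one library, the highest without AAVS1 CBE replicate 2. No explanation of this difference was tested. Cas9 cutting as such is shared with the AAVS1 KO libraries, and the list did not differ between the controls (camera adjusted p 0.615).

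The ATF4 target list had a median difference of −0.551, with 18 of 21 genes lower with KO than with CBE. It was higher with CBE (median 0.521, camera adjusted p 1.65e-06, fry 0.00648). With KO the median was 0.0728, or −0.0867 without TMM. It was −0.0503 without AAVS1 KO replicate 1 and 0.179 without AAVS1 KO replicate 2, so the direction with KO is not secure. There camera did not pass (adjusted p 0.219) but fry did (0.0404), so a smaller response to KO is not excluded. The test of the difference gave a camera adjusted p of 0.0152 and a fry adjusted p of 0.0315, which is in line with ATF4 targets rising mainly with base editing. A stress response to the editor protein alone may be considered less likely, because the list did not differ between the controls (camera adjusted p 0.657). The difference in delivery or in the state of the cells at day 3 was not tested. Hypoxia genes, a second list of this kind, could not separate the editors: the camera adjusted p of the difference was 0.883, with 5 of 14 genes higher and 9 lower, and only fry passed with CBE (0.0461, camera 0.267) and with KO (0.0404, camera 0.17). Whether they respond to base editing cannot be told apart from no response, because members went both ways.

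The myeloid maturation list had a median difference of 0.899, with 13 of 18 genes higher with KO. The camera adjusted p was 0.0139 and the fry adjusted p 0.0875, so the tests cannot be told apart into a shared rise of the list with KO and a rise of a few members. With 4 genes at or under 3 counts in a group set to their bound, the median was 0.675. With KO the median was 1.22 (camera adjusted p 0.000547, fry 0.0209), which became 0.614 without HOTSCRAMBL KO replicate 2 and 0.899 with genes at the floor set to their bound. With CBE it was 0.211 (camera adjusted p 0.883), with −0.111 without AAVS1 CBE replicate 1 and 0.414 with genes at the floor set to their bound, so its direction is not secure. The cells are myeloid themselves, so a rise could reflect their maturation or a change in which mRNAs the pull-down retained.

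The proliferation list had a median difference of −0.864, with 18 of 20 genes lower with KO (camera adjusted p 1.06e-05, fry 0.00639). It was lower with KO (median −0.498, camera adjusted p 0.0119, fry 0.0215) and higher with CBE (median 0.608, camera adjusted p 0.00184, fry 0.0109), and the CBE median was 0.383 without AAVS1 CBE replicate 2. Averaged over editors the list went both ways (median 0.0517, camera adjusted p 0.883), with a sign that changed without TMM. These values are consistent with fewer dividing cells after HOTSCRAMBL KO and more after HOTSCRAMBL CBE, which is a hypothesis made and tested on the same libraries. Cell counts or cycle phases are not analysed here.

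The ribosomal protein list differed by a median of 0.26, with 57 of 80 genes higher with KO (camera adjusted p 0.00184). This did not pass under fry (0.0919), and the median ran from 0.113 without HOTSCRAMBL CBE replicate 2 to 0.414 without HOTSCRAMBL CBE replicate 1, so its size rests on single libraries. No explanation of this difference was tested.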

How the results depend on the processing

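Each count of calls was recomputed under the alternatives, and calls were compared gene by gene. Under the alternatives chosen beforehand that fitted all 8 libraries, the numbers for HOTSCRAMBL KO, CBE and their average stayed within 1.5 times of 2108, 2124 and 2958, and no gene called in these contrasts changed direction under them. The fit of only the 4 libraries of a contrast called 662 genes for KO (430 higher, 232 lower) and 530 for CBE (342 higher, 188 lower), all of them among the genes called from 8 libraries; it has fewer samples and fewer degrees of freedom by construction. Without TMM the calls leaned to the lower side, with 840 of 2535 higher for KO against 1085 of 2108, 782 of 2398 for CBE against 1096 of 2124, and 995 of 3602 for the average against 1393 of 2958. The median log2 fold change of all genes then was −0.17, −0.15 and −0.18, so a change smaller than that has no secure direction.

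DESeq2 with its own filter called 1196 genes for the difference between editors against 767, 4 between the controls against 0, 307 between the labelled lines against 119, and 20 for the difference of the HOTSCRAMBL effect between labelled lines against 0. DESeq2 on the genes kept by filterByExpr, limma-voom and halved counts were chosen after seeing the data. The first called 4231 genes for KO, 3438 for CBE, 4909 for the average, 2275 for the difference between editors, 35 between the controls, 778 between labelled lines and 32 for the difference of the effect between them. The cause was not tested. Between labelled lines, 231 genes were called among those with at least 10 counts in every library, 193 with the legacy quasi-likelihood method and 265 with limma-voom; the cause was not tested. Halving the counts gave 2152, 2223, 3068 and 799 calls for KO, CBE, the average and the difference.

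With no replicate block, that is with the paired line label left out, the difference between editors called 503 genes, all among the 767, and the list test of the HOXA cluster on average gave an adjusted p of 0.051 against 0.048. It left 1736 calls for KO, 1641 for CBE and 2630 for the average. It cannot be applied to the comparisons of labelled lines. It changed no other list call, and among the named genes 17 calls were lost.

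Across the 8 fits that each left out one library, the average over editors called from 1662 genes (without HOTSCRAMBL CBE replicate 1) to 2219, and the labelled lines from 26 (without AAVS1 KO replicate 2) to 58. Without HOTSCRAMBL KO replicate 1, 2 genes called in the average changed direction, RASGRF1 (from 3.16 to −0.98) and ENSG00000226138 (from 3.07 to −1.89), both singled out after their values were seen. For KO and CBE, only the fits without a library of the other editor keep 2 libraries in each arm; they gave 1663 to 1679 and 1604 to 1935 calls. No call was made where an arm kept 1 library. The differences in RNA class shares moved by less than 1 SD in these fits, although that of small nuclear, nucleolar and micro RNA, which had not passed, changed sign without either HOTSCRAMBL CBE library.

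Restricting the agreement of single pairs to genes with a mean level above the median raised r from 0.186 to 0.483 for KO, from 0.156 to 0.53 for CBE, and between editors from 0.0585 to 0.2 and from 0.0363 to 0.227. A prior count of 0.5 lowered r to 0.157 for KO and 0.125 for CBE. Both act on weakly counted genes by construction, whose ratios carry most counting noise.

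The list calls depended on the assumed correlation between genes. With an estimated correlation the adjusted p was 0.283 for the HOXA cluster with KO and between editors, 0.322 for it on average, and 0.303 for p53 targets with KO and between editors, and none passed. Under fry, calls appeared for SR splicing factors with KO (0.0392), for HOXA9 partners and targets with CBE (0.0145), on average (0.016) and between editors (0.047), and for p53 targets on average (0.0145), whose median of 0.0667 turned to −0.0804 without TMM. The cause was not tested. A prior count of 0.5 changed no list call.

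Taking RNA class shares over counts without ribosomal RNA and mitochondrial genes left no difference past the adjusted threshold, but with 6 classes at least 4 must reach the smallest exact permutation p for any to pass. Other small structural RNA differed by 1.17 percentage points and pseudogenes by −0.0526, and in both the libraries of the targets still did not overlap (exact permutation p 0.0286). Protein-coding genes differed by −1.0 and other or unannotated genes by −0.0714, with overlap (exact permutation p 0.2 and 0.0571). It gives no value for the classes it leaves out. Shares sum to a fixed total by construction, so classes do not change independently.

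Apart from RASGRF1 and ENSG00000226138, the reversed directions among named genes concerned genes with few counts or changes near 0 that were not called. HOXA13 with KO (−0.16) became 0.0694 with DESeq2 and its own filter, 0.0635 with DESeq2 on the filterByExpr genes, 0.0447 with the legacy method and 0.00455 with limma-voom. The difference between editors for HOTTIP (−0.41) became 1.20, 1.15, 1.13 and 0.52 in that order. Over the fits without one library, HOXA13 with KO ran from −0.76 to 1.41. For the difference between editors, HOXA4 ran from −2.76 to 1.62 (0.60 without HOTSCRAMBL CBE replicate 1), HOXA13 from −1.74 to 0.43 and HOTTIP from −0.98 to 5.45. PPP1R12C between the controls ran from −0.0656 to 0.11. The cause was not tested. Over all 167 named results and 13 alternatives, 1962 of 2055 comparisons kept direction and side of the threshold, 66 lost a call, 19 gained one and 8 reversed. Over the 8 fits without one library, 1104 of 1336 comparisons were unchanged in this sense or moved by less than 1 SD, 176 moved further, 50 lost a call and 6 reversed. Changes of weakly counted genes were mostly missed: in the simulation 6.82% of 4-fold changes were recovered among genes below the median level. The simulation used the real library sizes only, so it cannot separate depth from the larger spread of these genes.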

Other observations

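In this part, the tests of library size, of the cell line labels, of a small RNA batch, of RNA class shares by label and of line labels exchanged within groups were chosen only after the result was seen, and the ribosomal protein, cytosolic and nuclear-retained lists were added after a first look at the counts.

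Ribosomal protein mRNAs rose with both editors. Over 80 genes the median log2 fold change was 1.56 with KO (75 higher) and 1.24 with CBE (78 higher), and averaged over editors 1.36 with 78 of 80 higher (camera adjusted p 1e-45, fry 0.00362, estimated correlation 0.146). The medians of the 4 single pairs were 1.54, 1.53, 1.36 and 1.09, and without TMM the average was still 1.21. Between the controls the list did not differ (camera adjusted p 0.883). Many of these genes have processed pseudogenes, which take reads away from them, so absolute levels are uncertain. Of 10000 lists matched on GC content, length and level none had a median as high, a share of 1e-04. That share is the smallest that number of lists can give, and the highest matched median was 0.38. Matched genes were drawn singly, so the share does not allow for correlation among the genes of the list. The median over the matched lists was 0.111, so these properties by themselves gave a smaller rise. Library size is argued against as well, because HOTSCRAMBL libraries held 0.928 times the counts of their controls with KO and 1.1 times with CBE.

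What stays open for the ribosomal protein genes is a shift that also takes in other cytosolic mRNA. A list of 20 abundant cytosolic mRNAs without ribosomal genes rose by a median of 0.821 on average (19 higher, camera adjusted p 3.4e-11, fry 0.00362, estimated correlation 0.146), with 0.621 for KO and 0.802 for CBE; the average is 0.604 of the ribosomal protein median. A rise of all mRNA of like length and level is argued against by the matched lists, which were not chosen by place in the cell and reached at most 0.38. A rise of cytosolic mRNA beyond these 20 genes was not tested. More unspecific RNA on the beads and a change in the cells are possible explanations that no value here separates. A relative loss of nuclear-retained RNA could not be settled: the list of 20 such transcripts had a median of −0.146 with 16 lower, a camera adjusted p of 0.0623 and a fry adjusted p of 0.012. Loss of nuclear RNA and gain of cytosolic RNA cannot be told apart here, because shares are relative and no input library was analysed. The mitochondrial share, higher in all 4 HOTSCRAMBL libraries, may belong to the same shift, but it did not rise through the same RNAs with each editor. MT-ND5 rose with KO and fell with CBE, from 8675 to 6071 CPM. In the replicate 1 libraries MT-RNR2 went from 3.045% to 6.452% of counts with CBE and from 2.753% to 3.436% with KO.

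The split of the libraries by target gave more calls than any other. In a model without further terms, AAVS1 against HOTSCRAMBL called 1440 genes, and 1 of the 35 splits of the 8 libraries into 4 and 4, the real one, gave as many; the largest number among the splits other than target and line was 0. Among the 18 splits that put 2 libraries of each line label on each side, it was also 1. The target split thus stood out among splits of single libraries, which take the 8 libraries as exchangeable. The libraries form 4 groups of 2, however, and few splits keep these groups whole. The 18 splits are also too few for a p under 0.05. A difference by chance between whole groups is therefore not excluded by these counts.

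The labels MOLM13 and OCI-AML4 marked a far smaller difference than the targets did. The split by line label called 2 genes in that model (RN7SKP255 and RNU5B-1, the latter singled out after its values were seen), with 1021 at an unadjusted p under 0.05, and 2 of the 35 splits gave as many, the other being the split by target, while 24 of the 35 had at least as many genes under that unadjusted p. That model leaves the target effect in the residual. Apart from the line split, the 24 were the split by target, splits unbalanced for target or editor and 1 that followed their combination, so this rank says nothing against the labels. The 7 other splits with 1 library of each group on either side had 744 to 870 genes at an unadjusted p under 0.05. With the 4 groups in the model, the line labels called 119 genes (26 without AAVS1 KO replicate 2), and the 7 other ways to exchange them within groups called 0, with at most 1385 genes at an unadjusted p under 0.05 against 2210. The 8 arrangements are too few for a p under 0.05 and alone decide nothing, but the 119 calls are adjusted over all genes, and RNA5SP149 (edgeR adjusted p 2.8e-12) and RN7SKP255 (edgeR adjusted p 5.56e-11) were higher under the MOLM13 label in each of the 4 groups. The labels thus mark a difference in some RNAs; whether it is one of line or of batch stays open. Over all 8 libraries, of 8 RNA classes only the ribosomal RNA share separated the labels, with 0.0654 to 0.171% against 0.0327 to 0.0393% (exact permutation p 0.0286, adjusted 0.229). That test leaves out the pairing within groups, so the target effect can hide smaller differences. The pseudogene share was also higher under the MOLM13 label in each of the 4 groups. It was 0.721 against 0.702% in AAVS1 KO and 0.651 against 0.622% in HOTSCRAMBL KO. With CBE it was 0.728 against 0.715% in AAVS1 and 0.649 against 0.630% in HOTSCRAMBL libraries. Of 8721 protein-coding genes with a mean of at least 10 CPM, 0 differed 8-fold between the labels and 0 differed 4-fold, with a largest absolute log2 fold change of 1.79, although those 2210 genes had an unadjusted p under 0.05. By comparison 103 differed 4-fold with KO and 39 with CBE. Y-linked genes were detected under both labels, with DDX3Y at 117 ± 15.3 and 108 ± 15.7 CPM (SD, n = 4). A candidate explanation is that the labels do not mark different cell lines, for instance that all libraries came from one line or from mixtures; the values do not say which, and no library of known line was compared.

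Of the 119 genes called between the labels, 82 were protein-coding, but small RNA genes were called at a higher rate: 26 of 1142 tested (2.28%), 20 of them higher under the MOLM13 label, against 82 of 13669 (0.6%), a ratio of 3.8. The rate was 11.8% for ribosomal RNA, 1.77% for small nuclear, nucleolar and micro RNA and 1.15% for other small structural RNA. By number, 11 of the 26 genes were small nuclear, nucleolar and micro RNA and 10 ribosomal RNA. Mitochondrial genes, which are not counted as small RNA, were called at 10.8%. Replicate number marking a batch of libraries that differed in the recovery of small RNA could give this, though the labels name no such batch and copies of small RNA genes share reads. Class shares had no common direction. The ribosomal RNA share was higher under the MOLM13 label in each group. That of small nuclear, nucleolar and micro RNA was lower under it in all groups except HOTSCRAMBL CBE. That of other small structural RNA was lower in all groups except AAVS1 CBE. If line and replicate are one batch, statements about both lines hold only for both replicate numbers.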
